# Identification of KLF9 and BCL3 as transcription factors that enhance reprogramming of primordial germ cells

**DOI:** 10.1371/journal.pone.0205004

**Published:** 2018-10-04

**Authors:** Kei Otsuka, Asuka Takehara, Natsuko Chiba, Yasuhisa Matsui

## Abstract

Primordial germ cells (PGCs) are precursors of eggs and sperm. Although PGCs are unipotent cells *in vivo*, they are reprogrammed into pluripotent stem cells (PSCs), also known as embryonic germ cells (EGCs), in the presence of leukemia inhibitory factor and basic fibroblast growth factor (bFGF) *in vitro*. However, the molecular mechanisms responsible for their reprogramming are not fully understood. Here we show identification of transcription factors that mediate PGC reprogramming. We selected genes encoding transcription factors or epigenetic regulatory factors whose expression was significantly different between PGCs and PSCs with in silico analysis and RT-qPCR. Among the candidate genes, over-expression (OE) of *Bcl3* or *Klf9* significantly enhanced PGC reprogramming. Notably, EGC formation was stimulated by *Klf9*-OE even without bFGF. G-protein-coupled receptor signaling-related pathways, which are involved in PGC reprogramming, were enriched among genes down-regulated by *Klf9*-OE, and forskolin which activate adenylate cyclase, rescued repressed EGC formation by knock-down of *Klf9*, suggesting a molecular linkage between KLF9 and such signaling.

## Introduction

Cellular reprogramming to establish pluripotent stem cells (PSCs) is a topic in basic research and may have medical applications. Various types of differentiated somatic cells can be reprogrammed into induced pluripotent stem cells (iPSCs) by forced expression of pluripotency-associated genes such as *Oct4*, *Klf4*, *Sox2*, and *cMyc*, which are known as the Yamanaka factors [1,2]. For several decades prior to identification of the Yamanaka factors, classical genetic studies in mice suggested that germ cells in mouse embryos can be converted into PSCs that develop into a teratoma, which consists of various tissues and cells that differentiated from PSCs. Teratomas develop in the gonads of mice on specific genetic backgrounds such as the 129/Sv strain and/or by mutations of genes including *Dead-end 1* (*Dnd1*) [3,4]. More recently, analysis of *Dnd1* functions has revealed the molecular mechanisms of conversion of germ cells into pluripotent early teratoma cells in embryos, including control of genes involved in enhancement of the cell cycle in germ cells [5,6]. In addition, reprogramming of germ cells into PSCs is recapitulated in culture when primordial germ cells (PGCs) or spermatogonial stem cells are cultured with specific cytokines [7–9], indicating that extra-cellular stimuli are sufficient to induce reprogramming of germ cells.

In initial studies, reprogramming of mouse PGCs to pluripotent embryonic germ cells (EGCs) was induced by addition of leukemia inhibitory factor (LIF) and basic fibroblast growth factor (bFGF) with serum on feeder cells expressing membrane-bound Steel factor also known as stem cell factor and kit ligand. Subsequent studies revealed that bFGF can be replaced by retinoic acid (RA) or forskolin (FK: an activator of adenylate cyclase) [10], Trichostatin A (an inhibitor of histone deacetylase) [11], inhibitors of mitogen-activated protein kinase signaling and an inhibitor of glycogen synthase kinase 3 (2i) [12], or an inhibitor of transforming growth factor beta receptor [13]. EGCs can also be established in the presence of 2i, LIF, bFGF, stem cell factor, RA, and FK on fibronectin-coated culture dishes without serum and feeder cells [14]. In addition, activation of Akt, a critical intra-cellular signaling molecule, enhances the efficiency of EGC formation from PGCs and partially replaces LIF or bFGF [15,16]. The results together indicate that a specific intra-cellular signaling status is crucial for reprogramming of PGCs, although the detailed molecular mechanisms are not fully understood.

In addition to intra-cellular signaling, the importance of transcriptional regulation including repression of the transcription factor, BLIMP1 playing a role on PGC specification [17], for PGC reprogramming has also been suggested. *Blimp1* is down-regulated shortly after PGC reprogramming begins [11]. In addition, deletion of *Blimp1* enhances PGC reprogramming, and BLIMP1 represses the pluripotency network in embryonic stem cells (ESCs), together suggesting that BLIMP1 functions as a pluripotency gatekeeper in PGCs [18]. However, additional transcriptional regulation involved in PGC reprogramming is currently unclear. To address this issue, we searched for transcription or epigenetic regulatory factors that are crucial for PGC reprogramming and found that KLF9 and BCL3 play a role in PGC reprogramming.

## Materials and methods

### Animals

MCH and C57BL/6 mice were purchased from CLEA Japan and Japan SLC, respectively. The Oct4-deltaPE-GFP [19] transgenic mice were maintained in a C57BL/6J genetic background. For collecting PGCs, female MCH mice were mated with male Oct4-deltaPE-GFP mice. Noon on the day of the plug was defined as E0.5. The mice were kept and bred in an environmentally controlled and specific pathogen-free facility, the Animal Unit of the Institute of Development, Aging and Cancer (Tohoku University), according to the guidelines for experimental animals defined by the facility. Animal protocols were reviewed and approved by the Tohoku University Animal Studies Committee.

### Flow cytometry

E12.5 or E13.5 Oct4-deltaPE-GFP transgenic embryos were collected and dissected in Dulbecco’s modified Eagle medium (DMEM, Gibco) containing 10% fetal bovine serum (FBS). The genital ridges of male and female embryos were dissected. Tissue samples containing PGCs, were incubated with 1.2 mg/ml collagenase (SIGMA) in PBS containing 10% FBS for 1h at 37°C. To prepare single-cell suspensions for flow cytometry, tissues were dissociated by pipetting, and were filtered through a nylon mesh (40 μm pore size, BD falcon). A Bio-Rad S3e cell sorter was used to sort and collect PGCs with intense GFP expression.

### ESC culture

Vasa-RFP (VR15) ESCs [20] were cultured in KnockOut DMEM (Gibco) supplemented with 15% FBS, 4 mM L-glutamine (Gibco), 0.01 mM nonessential amino acids (Gibco), 0.1 mM β-mercaptoethanol (SIGMA), 1,000 U/ml LIF (ESGRO Millipore) on mouse embryonic fibroblasts inactivated with mitomycin C (SIGMA). Blimp1-mVenus-Stella-ECFP (BVSC) ESC [21], which were kindly provided from Dr. Mitinori Saitou, were cultured in 2i (PD0325901, CHIR99021) + LIF, feeder-free culture conditions [22].

### RNA preparation and reverse transcription real-time PCR

Total RNA samples were purified using RNeasy Micro Kit (QIAGEN) according to the manufacturer’s instruction. RNAs were reverse-transcribed using SuperScript III (Invitrogen) and random primers (Promega). Expression levels of genes were quantified using the SYBR Green Master Mix (Applied Biosystems) with the primers shown in S1 Table. PCR signals were detected using CFX Connect (Bio-Rad). Transcript levels were normalized relative to those of Arbp.

### Transcriptome analysis

RNA-seq libraries were prepared from 500 ng of total RNA purified from *Klf9*-OE E13.5 PGCs and control PGCs cultured for 1 days, with TruSeq RNA sample prep kit v2 (Illumina). The libraries were clonally amplified on a flow cell and sequenced on HiSeq2500 (HiSeq Control Software v2.2.58, Illumina) with 51-mer single-end sequence. Image analysis and base calling were performed using Real-Time Analysis Software (v1.18.64, Illumina). For gene expression analysis, reads were mapped to the mouse genome (UCSC mm10 genome assembly and NCBI RefSeq database) using TopHat2 and Bowtie. Cufflinks was used to estimate gene expression levels based on reads per kilobase of exon per million mapped reads (RPKM) normalization. Differentially expressed genes (DEGs) were extracted from the Cuffdiff results. The PANTHER (Protein ANalysis THrough Evolutionary Relationships) Classification System ver13.0 (http://pantherdb.org/) was used for pathway analysis, and Venny 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/) was used for Ven diagrams. The microarray data of PGCs, ESCs and 1-day cultured PGCs in previous studies; GEO:assession: GSE30056 (E9.5 PGC and ESC) [22], GSE67616 (E11.5 PGC, 1-day cultured PGCs and ESC) [18], GSE45181 (E13.5 PGC and ESC) [23], were analyzed by using GeneSpring (Agilent).

### Vector construction and production of lentivirus particles

For over-expression (OE) vectors, coding regions of *Bcl3*, *Klf9*, *Nupr1*, *Psrc1*, *Tbx3*, and *Tead4* were amplified from VR15 ESC cDNA using the primer sets shown in S1 Table and sub-cloned into *EcoR* I/*Not* I site of CSII-EF-MCS lentivirus vector by using In-Fusion HD Cloning Kit (Takara Bio) according to the manufacturer’s instructions. For *Bnc1*-, *Isl2-*, *p53-*, and *Klf9-*knock-down (KD) vectors, pairs of oligonucleotides shown in S1 Table were annealed and sub-cloned into *Age* I/ *EcoR* I site of pLKO.1 lentivirus vector. Lentivirus particles were produced as described previously [24]. Briefly, CSII-EF- or pLKO.1- lentivirus vector, pCMV-VSV-G-RSV-Rev and pCAG-HIVgp were co-transfected into HEK293T cells by the calcium phosphate method. For titration of lentiviruses, a Lenti-X qRT-PCR Titration Kit (Takara Bio) was used according to the manufacturer’s instructions. Virus particles were collected by centrifuging the cultured medium at 2,330 × g for 30 minutes at 4°C after incubating with PEG6000 solution [final 2.5% PEG6000 (Wako), 100 mM NaCl, 10 mM HEPES (pH 7.4)] overnight at 4°C, and they were re-suspended in EG medium [StemPro34 SFM (Gibco) containing StemPro34 Nutrient, 100 μg/ml transferrin (SIGMA), 2 mM L-glutamine, 25 μg/ml insulin (SIGMA), 50 μM β-mercaptoethanol, 20 ng/ml EGF (SIGMA), 10% knockout serum replacement (KSR, Gibco), 100 U/ml penicillin-streptomycin (SIGMA), 25 ng/ml human bFGF (SIGMA), and 1,000 U/ml LIF] [16] and stored at -80°C until they were used. In some experiments, they were re-suspended in EG medium without LIF or bFGF. CSII-EF-MCS, CSII-EF-mcherry, or pLKO.1-empty vectors were used as control.

### PGC culture

PGC culture for reprogramming was carried out as described previously [16,25] with some modifications. The sorted E12.5 PGCs were cultured on a feeder layer of Sl/Sl4-m220 cells [25] inactivated with mitomycin C in 24-well tissue culture dishes with EG medium (see above). After 6–7 days in culture, EGC colonies were identified by staining for alkaline phosphatase activity as described previously [16,25]. The efficiency of EGC formation was determined as ratios of EGC colony number in every 100 seeded PGCs in a culture well. Infection of the lentivirus vectors to PGC were carried out as described previously [26] with some modifications. After seeding PGCs with lentivirus, 24-well tissue culture dishes were centrifuged at 1,650 × g for 1 h at 30°C. The multiplicities of infection (MOI) were adjusted to 5 or 0.2. For real-time qPCR and RNA-seq, sorted PGCs at E12.5 and E13.5, respectively were cultured on gelatin-coated 24 well-plates for 1 or 2 days. In some experiments, PGC were cultured with EG medium containing 10μM forskolin (SIGMA).

### Statistical analysis

Statistical analysis was performed using the Student’s t-test. P values < 0.05 were considered to be statistically significant.

## Results

### Candidate genes that regulate PGC reprogramming into EGCs

To identify candidate genes that control PGC reprogramming into EGCs, we re-analyzed published microarray data [18,22,23] and selected genes that encode transcription factors or epigenetic regulatory factors and whose expression is different between ESCs and PGCs at E9.5, 11.5, and 13.5 from which EGCs can be established. Following this analysis, we selected 25 genes that encode transcription factors (76 probes) and 14 genes that encode epigenetic regulatory factors (63 probes) (Fig 1A and S2 Table).

**Fig 1:**
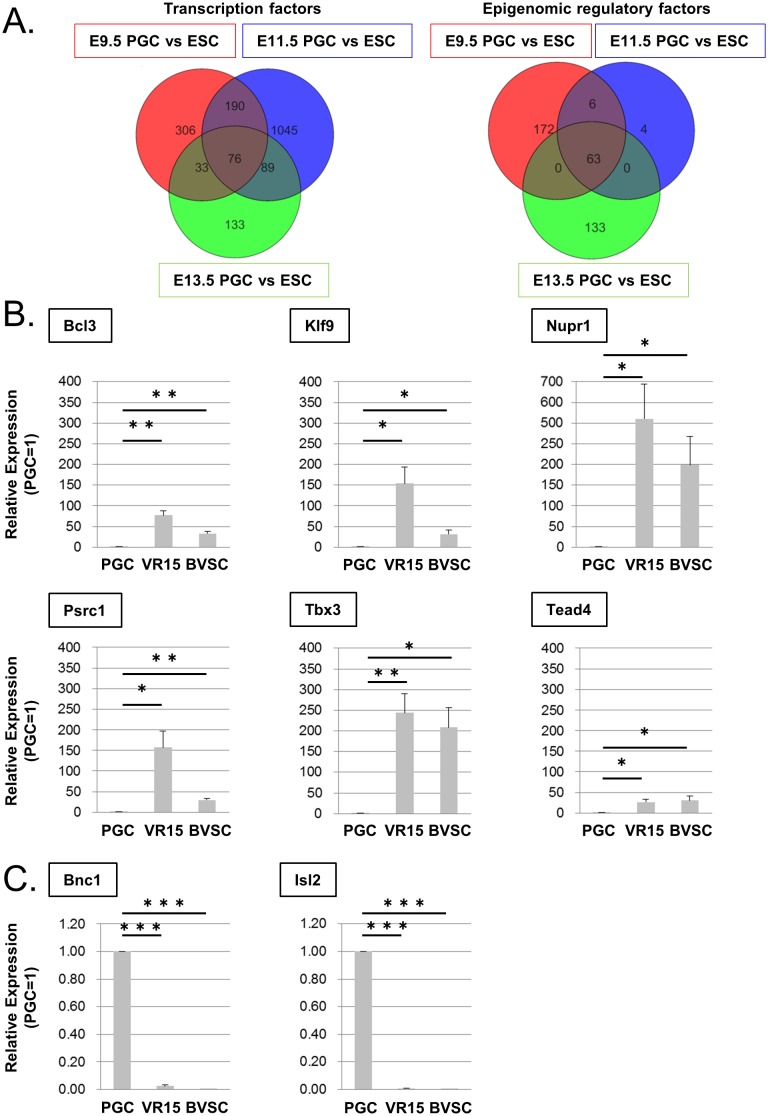
Candidate genes selected by their differential expression in ESCs and PGCs. (A) Venn diagram showing transcription factor genes (left) and epigenetic regulatory factor genes whose expression is different between ESCs and PGCs at E9.5 (red circle), E11.5 (blue circle), and E13.5 (green circle). GEO:assession: GSE30056 (E9.5 PGC and ESC)[22], GSE67616 (E11.5 PGC and ESC)[18], GSE45181 (E13.5 PGC and ESC)[23]. (B, C) Confirmation of differential expression of candidate genes by RT-qPCR. Relative expression levels in VR15-ESCs and BVSC-ESCs compared with those in E12.5 PGCs. Genes whose expression is more than 10 times higher (B) or lower (C) in ESCs than in PGCs are shown. The expression of the remaining genes is shown in S1 Fig. Error bars show the SE of three independent experiments. *p < 0.05, **p<0.01, ***p < 0.001.

Next, we confirmed whether the expression of the 39 candidate genes was significantly different between ESCs and PGCs with RT-qPCR. We selected six and two genes whose expression was more than 10 times higher or lower, respectively, in PGCs from E12.5 embryos than in two different ESCs (Vasa-RFP: VR15, Blimp1-mVenus-Stella-ECFP: BVSC) as possibly important genes for PGC reprogramming (Fig 1B and 1C, and S1 Fig).

### Functional evaluation of the candidate PGC reprogramming factor genes

To evaluate roles of the candidate genes in PGC reprogramming, we tested enhancement of EGC formation by over-expression (OE) or knock-down (KD) of the candidate genes whose expression was up- or down-regulated, respectively, in ESCs compared with PGCs. For OE or KD, we infected E12.5 PGCs with lentivirus vectors and cultured the cells in conditions required for EGC formation. *p53*-KD, which enhances PGC reprogramming by suppressing apoptosis [26], was included as a positive control. Among the candidates, we found that *Bcl3*-OE and *Klf9*-OE significantly enhanced EGC formation (Fig 2A). We confirmed their OE with RT-qPCR (S2A Fig). The remaining genes did not show significant enhancement of EGC formation (S3 Fig).

**Fig 2:**
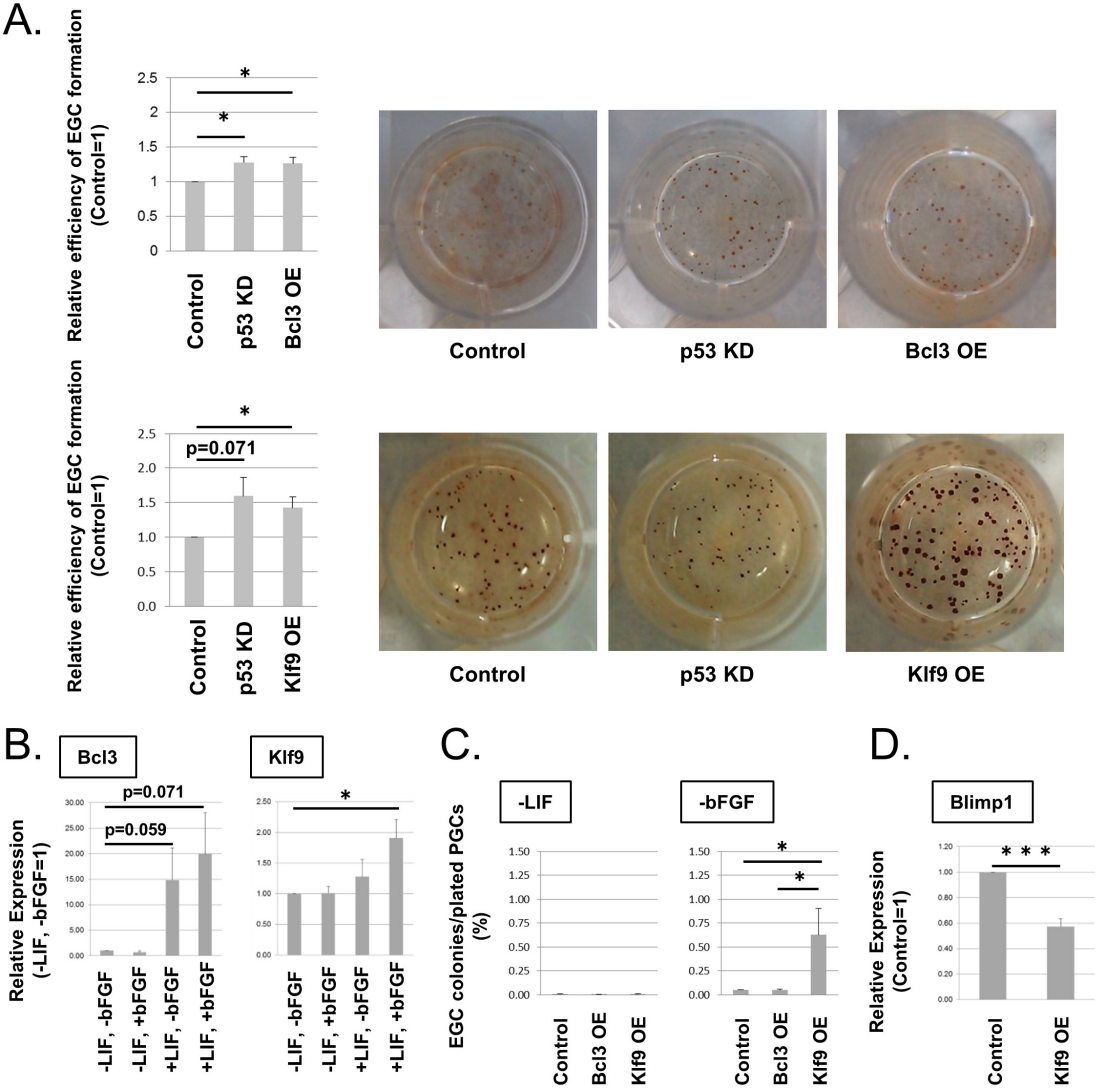
Enhancement of EGC formation by over-expression of *Bcl3* and *Klf9*. (A) Relative efficiency of EGC formation by *Bcl3-*OE or *Klf9-*OE (MOI 5) in PGCs compared with that of control (left). EGC colonies are identified by alkaline phosphatase staining. *p53-*KD is a positive control. The efficiency of EGC formation by OE or KD of the remaining candidate genes is shown in S3 Fig. Error bars show the SE of three (top) and four (bottom) independent experiments. Representative pictures of stained EGC colonies are shown (right). (B) The expression of *Bcl3* and *Klf9* in PGCs cultured for 1 day with (+) or without (−) bFGF and/or LIF. Error bars show the SE of three independent experiments. The expression in PGCs cultured without LIF and bFGF was set as 1.0. (C) Efficiency of EGC formation by *Bcl3-*OE or *Klf9-*OE in PGCs in the presence of bFGF alone (−LIF) or LIF alone (−bFGF). Error bars show the SE of two (−LIF) or four (−bFGF) independent experiments. (D) The relative expression of *Blimp1* in *Klf9*-OE PGCs cultured for 1 day with LIF alone compared with control PGCs. Error bars show the SE of four independent experiments. The expression was determined by RT-qPCR. *p < 0.05, ***p < 0.001.

The expression levels of *Bcl3* and *Klf9* in ESCs were 30~150 folds higher than those in PGCs (Fig 1B), but OE resulted in much higher expression of *Bcl3* and *Klf9* (13,000~25,000 folds compared with control; S2A Fig), when we infected the virus vectors at the multiplicities of infection (MOI) 5. We tested lower MOI, and found that MOI 0.2 resulted in 10~25 folds higher expression (S2B Fig). Even in this condition, EGC formation was still significantly enhanced by *Klf9*-OE (S2C Fig). The enhancement of EGC formation by *Bcl3*-OE at MOI 0.2 was not statistically significant (S2C Fig), which may be due to unstable upregulation of Bcl3 at low levels in this condition (S2B Fig).

We also tested possible additional effects of *Bcl3*-OE and *Klf9*-OE, but concomitant OE of those two genes did not significantly enhance EGC formation compared with *Bcl3*-OE or *Klf9*-OE alone (S2D Fig). It suggest that BCL3 and KLF9 share common downstream pathways.

To examine whether LIF and bFGF, which are essential cytokines for EGC formation, induce the expression of *Bcl3* and *Klf9*, we tested the expression of *Bcl3* or *Klf9* in E12.5 PGCs cultured with or without LIF and bFGF for 1 day. *Bcl3* was highly up-regulated by LIF alone, but bFGF showed no obvious effect on *Bcl3* expression. *Klf9* was up-regulated only when both LIF and bFGF were added (Fig 2B). The results suggest that *Bcl3* is up-regulated in response to LIF signaling, whereas up-regulation of *Klf9* requires both LIF and bFGF signaling.

Next, we examined whether *Klf9*-OE or *Bcl3*-OE can replace bFGF and/or LIF during EGC induction. In the presence of bFGF alone (−LIF in Fig 2C), EGCs were rarely formed with *Bcl3*-OE or *Klf9*-OE. However, *Klf9*-OE but not *Bcl3*-OE increased the efficiency of EGC formation from 0.05 ± 0.01% in the control to 0.62 ± 0.22% with LIF alone (−bFGF in Fig 2C), although the efficiency was lower than in the presence of both LIF and bFGF without OE (routinely about 1.5%). These data suggest that bFGF is involved in multiple signaling pathways for PGC reprogramming. Because previous studies indicated the importance of *Blimp1* down-regulation shortly after PGC reprogramming begins [11,18], we tested whether *Klf9*-OE influenced *Blimp1* expression. *Blimp1* in PGCs was significantly down-regulated after 1 day in culture with *Klf9*-OE (Fig 2D), suggesting that KLF9 is involved in an initial step of PGC reprogramming. Because the enhancement of EGC formation by *Klf9*-OE without bFGF was remarkable compared with that by *Bcl3*-OE with or without LIF and bFGF, we focused on *Klf9* and further examined its possible downstream pathways in this study.

### The cAMP pathway functions downstream of KLF9 during EGC induction

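PGCs sorted from E13.5 mouse embryos were infected with a lentivirus carrying the Klf9 coding region or with a control lentivirus, cultured for 1 day, and sequenced as 1 control library and 1 Klf9-OE library (500 ng of total RNA, 51-mer single-end reads). The paper describes the medium as lacking bFGF, whereas the sample labels describe it as containing bFGF. The labels give an MOI of 5. The authors mapped the reads to mm10 with TopHat2 and Bowtie and deposited, for each library, the expression of each gene as Cufflinks estimated it, with a 95% interval. The values are FPKM, which for single-end reads is the RPKM of the paper. With 1 library per condition there is no replicate check on any difference, and the Cufflinks interval covers only the error of estimation within a library.

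The control file held 30382 loci, of which 23900 had a gene name, and the Klf9-OE file held 39071, of which 23944 had one. Gene symbols present in both files numbered 23320, and 18742 of them were above 0 in at least 1 library. Values of loci with the same symbol were summed, and log2 fold changes were calculated as log2(RPKM + 0.1) in Klf9-OE minus the same in control. The median log2 fold change over the 18742 genes was -0.015. The files hold no read totals, but for a gene with a single transcript the width of the Cufflinks interval gives back the number of reads behind the value. By this measure, 1.22 reads were counted in the Klf9-OE library for each read in the control library (median over 3548 genes, quartiles 1.20 and 1.23). Implied reads were counted as a whole number where they lay within 0.06 of it. Among genes with 1 to 9 implied reads, the number was even for 36.5% of 2091 genes in the control library (95% Wilson interval 34.5% to 38.6%). In the Klf9-OE library it was even for 89.5% of 1738 genes (87.9% to 90.8%). These intervals cover counting error only.

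**Figure D1:**
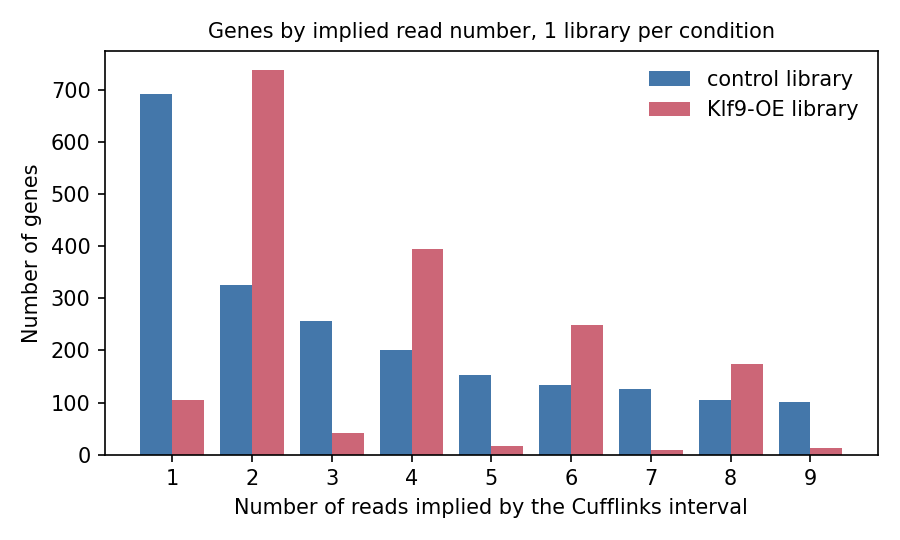
Number of genes (vertical axis) at each number of reads from 1 to 9 implied by the Cufflinks interval (horizontal axis), for the control library and the Klf9-OE library. In the control library 692 genes have 1 read and 325 have 2, while in the Klf9-OE library 104 genes have 1 read and 738 have 2.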

To investigate downstream pathways of KLF9 during EGC induction, we carried out RNA sequencing analysis to select genes that were up- or down-regulated by *Klf9*-OE in E13.5 PGCs cultured for 1 day in the conditions for EGC induction but without bFGF (the DDBJ/GenBank/EMBL; DRA006497). 

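Klf9, the gene carried by the vector, had an RPKM of 2.27 in control PGCs (Cufflinks 95% interval 1.97 to 2.57) and 80.8 in Klf9-OE PGCs (77.0 to 84.5), a 35.6-fold difference and a log2 fold change of 5.09. The files give a single value per gene, so reads from the vector and from the endogenous gene are not separated. With the RPKM of both libraries used as deposited and no minimum, 1841 genes were at least 2-fold higher in Klf9-OE PGCs than in control PGCs, and 1768 genes were at least 2-fold lower. Of these, 749 of the higher genes were listed at 0 in control PGCs and 932 of the lower genes were listed at 0 in Klf9-OE PGCs. The alternative that moved these numbers most among those chosen before the data were examined was a pseudocount of 1, with which 308 genes were higher and 288 were lower. Among genes with an RPKM of at least 1 in at least 1 library, 494 were at least 2-fold higher and 476 at least 2-fold lower.

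The Cufflinks intervals of the libraries did not overlap for 4772 of 18626 genes, 2086 of them higher and 2686 lower in Klf9-OE PGCs. Of the genes changed at least 2-fold, 576 of the higher and 514 of the lower had intervals that did not overlap. A gene listed at 0 has bounds of 0, so it counted as not overlapping whenever the other lower bound was above 0. The even read numbers may mean that Klf9-OE reads were counted more than once. The Klf9-OE intervals would then be too narrow and these counts too high. The largest rise on the scale of log2(RPKM + 1) was that of Mir7647, which lies on chromosome 5 from 123522637 to 123522695 and went from 0 to an RPKM of 1924, an estimate behind which the interval implies 4.00 reads. The next largest rises were those of Snord49b, Mir7024, Mir1949 and Mir3077, each listed at 0 in control PGCs. The largest fall was that of Snord42b, on chromosome 11 from 78183059 to 78183113, from an RPKM of 4283 with 3.00 implied reads to 0, followed by Snord70, Snord65, Mir5119 and Mir6986. These are small RNA genes, for which a single read corresponds to a large RPKM. Of the genes changed at least 2-fold, 56 of the higher and 54 of the lower carried the symbol of a small RNA. From the Cuffdiff results for these PGCs, the paper extracts its differentially expressed genes.

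**Figure D2:**
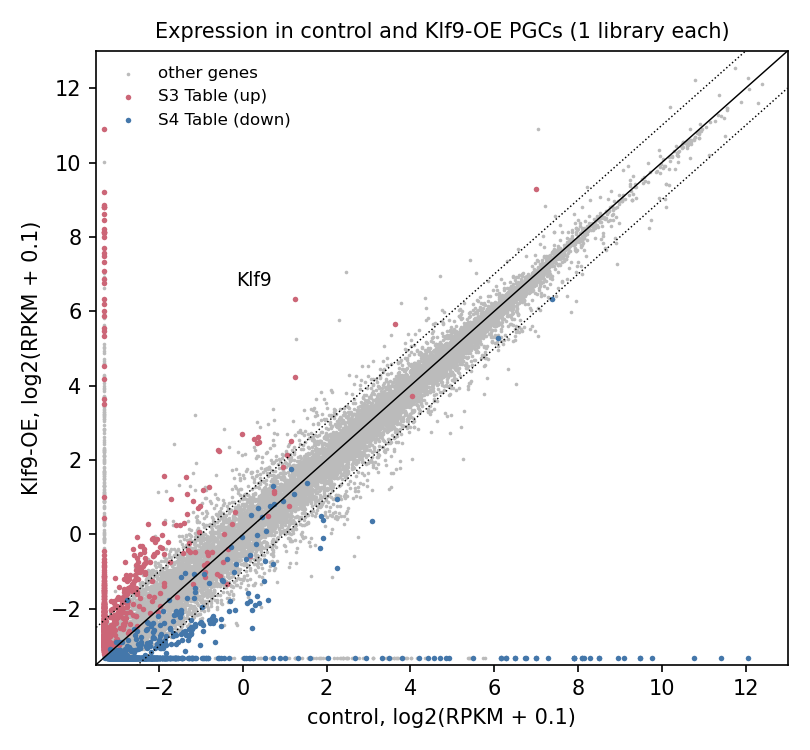
Expression of each gene as log2(RPKM + 0.1) in the control library (horizontal axis) and the Klf9-OE library (vertical axis), with genes of S3 Table and S4 Table coloured, the solid line at equal values and the dotted lines at a ratio of 2 in either direction. Klf9 lies above the upper dotted line, and genes listed at 0 in a library form the lines along the edges.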

We identified 781 and 959 differentially expressed genes with two times higher or lower expression, respectively, in *Klf9*-OE PGCs compared with control PGCs (S3 and S4 Tables). Because a previous study indicated that the presence of bFGF during the first day in culture is critical for EGC formation [27], and we found that KLF9 replaced bFGF at least to some extent (Fig 2C), we hypothesized that important genes downstream of KLF9 likely changed their expression during the first day of EGC formation. Based on this idea, we analyzed published data (GSE67616) [18], and selected genes that were up- or down-regulated in PGCs after 1 day in culture with LIF and bFGF compared with those before culture. We then extracted genes that changed their expression with *Klf9*-OE and in the 1-day culture (Fig 3A) and further selected candidate genes downstream of KLF9 using pathway analysis. 

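GPCR genes were taken by gene symbol from a list of receptor families, since the membership of each pathway was not used here, and the array data of the 1-day culture were not analysed here. The values therefore describe all genes lower in Klf9-OE PGCs rather than those also lower after 1-day culture. Of the genes of S4 Table matched to the files, 91 belonged to a GPCR family, 54 of them olfactory, vomeronasal, taste or trace amine receptors and 37 other receptors. Their median RPKM in control PGCs was 0.0496, 77 of them were listed at 0 in Klf9-OE PGCs, and 90 had an RPKM below 1 in both libraries. The 5 with the highest RPKM in control PGCs were Gpbar1, Sctr, Ccr4, Olfr316 and Npffr1. Gpbar1 (chromosome 1, 74278600 to 74279589 of mm10) went from an RPKM of 1.06 (95% interval 0.617 to 1.51) to 0.0757 (0 to 0.183), and Sctr (chromosome 1, 120006980 to 120063532) went from 0.528 (0.221 to 0.834) to 0.0346 (0 to 0.0837). Ccr4 (chromosome 9, 114490316 to 114496544) went from 0.470 (0.305 to 0.636) to 0.102 (0.0287 to 0.175). The intervals of these genes did not overlap between the libraries. Olfr316 (chromosome 11, 58757667 to 58758587) went from 0.355 (0.0865 to 0.623) to 0, where the file gives bounds of 0. Npffr1 (chromosome 10, 61595484 to 61626385) went from 0.230 (0.0563 to 0.405) to 0.0540 (0 to 0.130), with intervals that overlapped. The log2 fold change of Gpbar1 was -2.73 and that of Npffr1 was -1.10.

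Among all genes at least 2-fold lower, 161 belonged to a GPCR family. Random lists of the same size, drawn from genes above 0 in at least 1 library and matched on mean RPKM, held a median of 172 (95% of 10000 lists held 153 to 191), which places the observed number at percentile 12.9. Among genes at least 2-fold higher, 167 belonged to a GPCR family, against a median of 153 in matched lists (134 to 172, percentile 92.8). For the higher genes, the side of the median depended on the setting. The number was 21 against 29 with a pseudocount of 0.1 (percentile 4.58). It was 3 against 6 with an RPKM of at least 1 in at least 1 library (percentile 8.68). With an RPKM above 0 in both libraries it was 65 against 62 (percentile 64.7). The percentiles describe these libraries and are not a test of the conditions. Without the sensory receptor families, 59 genes were in each direction, at percentiles 39.3 for the lower genes and 31.9 for the higher genes.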

Although pathway enrichment was not found among the commonly up-regulated genes, we found significant enrichment of G-protein-coupled receptor (GPCR) signaling-related pathways such as GPCR ligand binding and G alpha (i) signaling events among genes that were commonly down-regulated by *Klf9*-OE and after 1-day culture (S5 Table).

**Fig 3:**
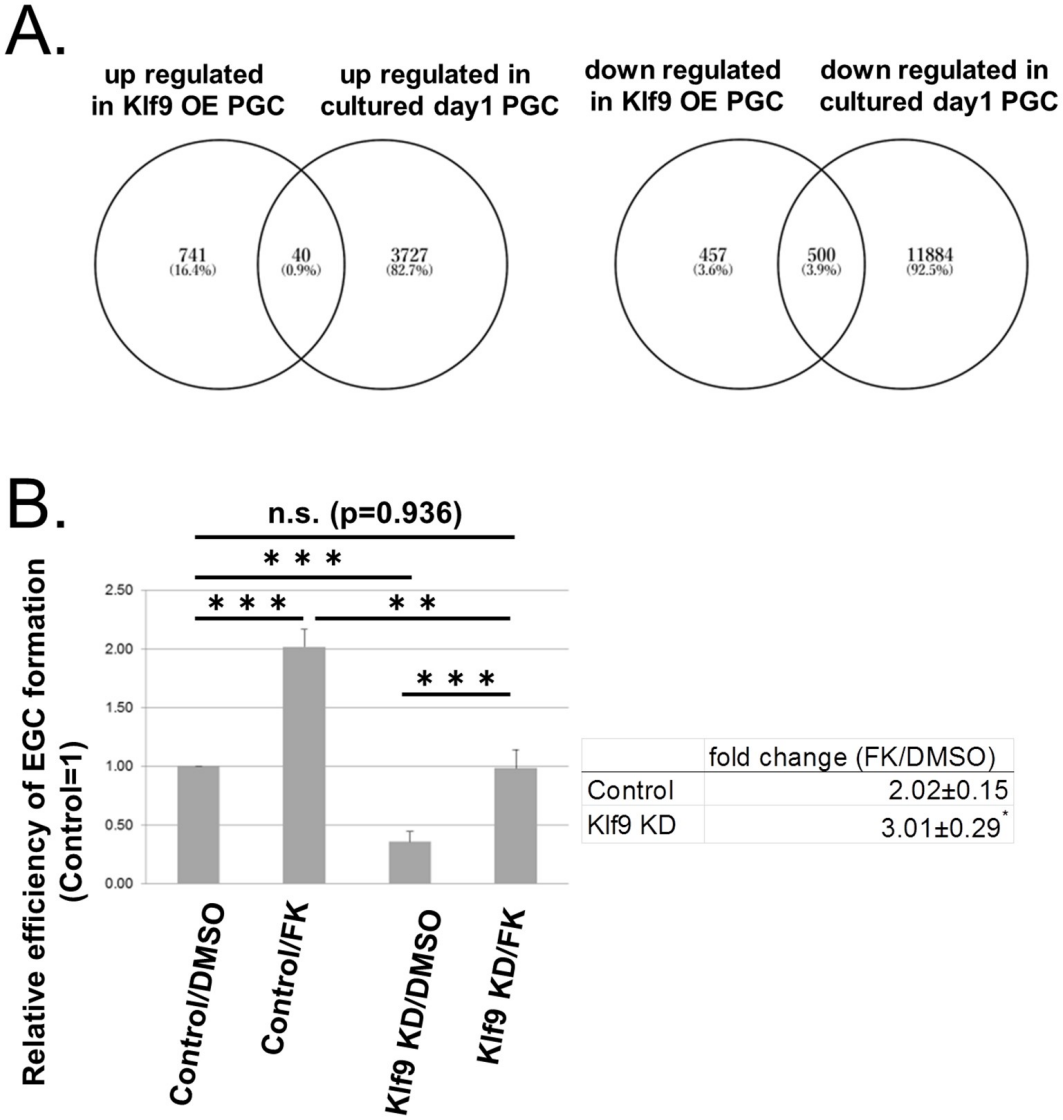
cAMP signaling functions downstream of KLF9. (A) Venn diagrams show the overlap between genes that were up-regulated (left) or down-regulated (right) in *Klf9*-OE PGCs and 1-day cultured PGCs (GSE67616) [18]. (B) The effect of FK on EGC formation from *Klf9*-KD PGCs. Relative efficiency of EGC formation in each condition compared with that in the control culture (Control/DMSO) is shown (left). EGCs were identified by alkaline phosphatase staining. Fold changes in the efficiency of EGC formation by FK with or without *Kfl9*-KD over control (DMSO) are shown (right). Error bars show the SE of five independent experiments. **p < 0.01, ***p < 0.001.

Considering that bFGF can be replaced by a combination of RA and FK, and FK stimulates cAMP signaling during EGC induction [10], we further examined the possible relationship between KLF9 and GPCR/cAMP signaling and tested the effect of FK with or without *Klf9*-KD in the conditions for EGC induction. As expected, FK alone stimulated and *Klf9*-KD alone repressed EGC formation (Fig 3B, left panel). FK also enhanced EGC formation in the *Klf9*-KD condition, and this enhancement was significantly greater than that without *Klf9*-KD (Fig 3B, right panel). These observations suggest that FK rescues the suppressive effect of *Klf9*-KD during EGC induction, which supports the idea that cAMP signaling may function downstream of KLF9.

## Discussion

In this study, we reported that KLF9 and BCL3, both of which show higher expression in ESCs than in PGCs, enhanced PGC reprogramming to EGCs. BCL3 is a member of the IκB family and interacts with NF-κB to control its functions [28]. In ESCs, *Bcl3* is induced by LIF and plays a role in the maintenance of pluripotency via induction of Oct4 [29], which is consistent with the up-regulation of *Bcl3* by LIF in PGCs (Fig 2B). Because BCL3 stimulates cell-cycle progression in a breast cancer cell line [30,31], and cell-cycle enhancement stimulates EGC formation [5, 6], BCL3 likely enhances PGC reprogramming via cell-cycle control. Even though LIF induces *Bcl3* expression in PGCs, *Bcl3* expression cannot replace LIF for PGCs (Fig 2B and 2C). These observations suggest that additional factors down-stream of LIF other than BCL3 are required for reprogramming of PGCs. More specifically, BCL3 may be unstable only in the presence of either LIF or bFGF. BCL3 is degraded through the proteasome pathway after glycogen synthase kinase 3β-mediated phosphorylation, which is inhibited by Akt [32]. PGC reprogramming is enhanced by Akt, and both LIF and bFGF may be involved in Akt activation. Therefore, not only bFGF but also LIF are likely required for fully activated Akt to prevent BCL3 degradation.

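Klf9 lies on chromosome 19 of mm10 from 23141226 to 23168134 on the forward strand in the GENCODE annotation. Its transcript has 2 exons, from 23141226 to 23142259 and from 23164683 to 23168134, and is 4486 nt long. The coding sequence begins in the first exon at 23141755 and ends in the second exon, where the stop codon starts at 23164910, and spans 732 nt without the stop codon. The remainder of the second exon is a 3′ untranslated region of 3225 nt including the stop codon. The over-expression vector carried the coding region, while the RPKM of a gene is calculated over the whole annotated transcript.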

KLF9 is a member of the Krüppel-like factor family of transcription factors. 

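In the RNA-seq libraries of E13.5 PGCs cultured for 1 day, Klf2 (chromosome 8, 72319062 to 72321654 of mm10) had an RPKM of 6.69 in control PGCs (95% interval 5.91 to 7.47) and 6.94 in Klf9-OE PGCs (6.22 to 7.66). Klf4 (chromosome 4, 55527137 to 55532475) had an RPKM of 8.09 (7.45 to 8.74) in control PGCs and 5.74 (5.25 to 6.24) in Klf9-OE PGCs, a log2 fold change of -0.49 with intervals that did not overlap. Klf5 (chromosome 14, 99298691 to 99315026) had an RPKM of 13.9 (12.9 to 15.0) in control PGCs and 11.5 (10.7 to 12.4) in Klf9-OE PGCs, a log2 fold change of -0.27. The intervals of Klf5 did not overlap either. Each condition had 1 library. None of these genes was changed 2-fold.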

Among KLFs, KLF2, 4, and 5 belong to group 2 of the KLF family and are involved in pluripotency transcription networks in ESCs and iPSCs [1,2,33,34]. KLF9 is a member of group 3 based on its N-terminal structure [34]. The functions of KLF9 in PSCs are unknown. Although *Klf9*-OE enhanced PGC reprogramming in the absence of bFGF, the efficiency of EGC colony formation by *Klf9*-OE without bFGF was lower than that with LIF and bFGF (Fig 2C). In addition, the expression of *Klf9* was not induced by bFGF alone. The results suggest that KLF9 partially replaced bFGF functions for PGC reprogramming, and different signaling molecules other than KLF9 may function downstream of bFGF.

We also found that GPCR signaling-related pathways including a repressive G alpha (i) pathway were enriched among genes commonly down-regulated by *Klf9*-OE and after 1-day culture of PGCs in reprogramming conditions (S5 Table). These data suggest that KLF9 enhances cAMP signaling via repression of G alpha (i)-related genes (highlighted in S4 Table). 

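In the same libraries, the Cufflinks intervals of Gnai1, Gnai2, Gnai3 and Gnao1, which encode G alpha subunits of the inhibitory class, overlapped between the conditions, and those of Gnaz did not. Gnai1 (chromosome 5, 18265135 to 18360413 of mm10) had an RPKM of 1.92 in control PGCs (95% interval 1.61 to 2.22) and 2.17 in Klf9-OE PGCs (1.87 to 2.47). Gnai2 (chromosome 9, 107614138 to 107635342) had 68.4 (66.2 to 70.6) and 68.7 (65.2 to 72.2), and Gnai3 (chromosome 3, 108107275 to 108146152) had 39.5 (38.1 to 40.8) and 38.6 (36.6 to 40.6), respectively. Gnao1 (chromosome 8, 93810838 to 93969388) had 3.91 (3.48 to 4.34) and 3.63 (3.24 to 4.01). Gnaz (chromosome 10, 74967179 to 75016851) fell from 10.9 (10.1 to 11.7) to 8.82 (8.14 to 9.49), a log2 fold change of -0.30. Over a list of 15 genes of G alpha subunits and adenylate cyclases, the median log2 fold change was -0.029, at percentile 43.1 of 10000 random lists matched on mean RPKM, and 0.029 when the RPKM were rescaled to the same sum. The list pools subunits of the inhibitory class with Gnas and with adenylate cyclases, whose activation raises cAMP. Its median therefore cannot show whether G alpha (i)-related genes or cAMP signaling changed. The largest differences in this list were those of Adcy2, which rose from 1.59 (1.34 to 1.83) to 3.76 (3.18 to 4.35), and Adcy6, which fell from 4.16 (3.70 to 4.62) to 2.65 (2.35 to 2.95). Over 14 cAMP-responsive genes above 0 in at least 1 library, the median log2 fold change was 0.18, at percentile 94.4 of matched lists. None of these genes of either list was in S4 Table. The G alpha (i)-related genes that the table marks by shading were not used here, since its text holds no shading.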

Previous studies indicated that FK, which increases intra-cellular cAMP, enhances PGC growth and survival as well as their reprogramming [10,35,36]. Our results suggest that FK partially rescues decreased EGC formation by *Klf9*-KD. Therefore, activation of cAMP signaling may be involved in enhancement of EGC formation by *Klf9*-OE. The detailed molecular mechanisms of cAMP-dependent enhancement of PGC reprogramming remain to be determined in future studies.

## Supporting information

S1 Fig The expression of candidate genes in PGCs and ESCs. The expression of candidate genes was determined with RT-qPCR, and relative expression levels in VR15-ESCs and BVSC-ESCs compared with those in E12.5 PGCs are shown. Genes whose expression is less than 10 times higher (A) or lower (B) in ESCs compared to PGCs are shown. Error bars show the SE of three independent experiments. *p<0.05, **p<0.01, ***p<0.001.
(TIF) Click here for additional data file.

S2 Fig The expression levels of *Bcl3* or *Klf9* induced by infection with lentivirus vectors with different MOI, and their influences for EGC formation. (A, B) Induction of *Bcl3* or *Klf9* expression in *Bcl3-*OE or *Klf9-*OE PGCs by infecting the lenti-virus vectors at MOI 5 (A) and MOI 0.2 (B) after culturing for 2 days. The expression was determined by RT-qPCR. (C, D) Relative efficiency of EGC formation by *Bcl3-*OE or *Klf9-*OE (MOI 0.2) (C) or by *Bcl3-*OE and/or *Klf9-*OE (MOI 5) (D) in PGCs compared with that of control. EGC colonies are identified by alkaline phosphatase staining. Error bars show the SE of four (A, C, D), two (B) independent experiment. *p < 0.05, **p < 0.01, ***p < 0.001.
(TIF) Click here for additional data file.

S3 Fig The effect of KD or OE of the candidate genes on EGC formation. Relative efficiency of EGC formation by *Bnc1*-KD, *Isl2*-KD, *Nupr1*-OE, *Psrc1*-OE, *Tead4*-OE, and *Tbx3*-OE PGCs compared with control is shown. Error bars show the SE of three independent experiment. *p < 0.05. **p < 0.01.
(TIF) Click here for additional data file.

S1 Table List of primers used in this study. (XLSX) Click here for additional data file.

S2 Table Transcription factor genes and epigenetic regulatory factor genes whose expression is different between ESCs and PGCs at E9.5, E11.5, and E13.5). (XLSX) Click here for additional data file.

S3 Table A list of up-regulated genes by *Klf9*-OE in PGCs. 

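The table lists gene symbols without expression values. Of its 781 entries, 755 were found by symbol in both files, and 676 of those (89.5%) were at least 2-fold higher in Klf9-OE PGCs by the ratio of the RPKM. The median RPKM of the 755 genes in Klf9-OE PGCs was 0.0982, 684 of them had an RPKM below 1 in both libraries, and 469 were listed at 0 in control PGCs and above 0 in Klf9-OE PGCs. The list held 36 of the 840 genes that were higher by 2-fold to 4-fold and above 0 in both libraries, 137 of the 199 genes higher by 4-fold to 8-fold, and 469 of the 749 genes listed at 0 in control PGCs. Of the 494 genes at least 2-fold higher with an RPKM of at least 1 in at least 1 library, 62 were in the list.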

(XLSX) Click here for additional data file.

S4 Table A list of down-regulated genes by *Klf9*-OE in PGCs. Genes highlighted in gray are G alpha (i)-related genes.

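The text of the table held 947 entries with 945 distinct symbols, of which 919 were found in both files. Of those, 821 (89.3%) were at least 2-fold lower in Klf9-OE PGCs, 694 were listed at 0 in Klf9-OE PGCs and above 0 in control PGCs, and 834 had an RPKM below 1 in both libraries. Their median RPKM in control PGCs was 0.0630, and the median number of reads implied in control PGCs was 1.00 among the genes for which it could be read from the interval. The list held 40 of the 711 genes that were lower by 2-fold to 4-fold and above 0 in both libraries, 76 of the 107 genes lower by 4-fold to 8-fold, and 694 of the 932 genes listed at 0 in Klf9-OE PGCs. An exact two-sided binomial test compared the implied reads of the libraries, with those of Klf9-OE PGCs counted in pairs and Benjamini-Hochberg adjustment over 10887 genes. It gave an adjusted p under 0.05 for 17 of the 730 genes of the list that could be tested, of which 50 had enough reads to reach it. The test was chosen after the data were seen, and it compares these libraries, not the conditions.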

(XLSX) Click here for additional data file.

S5 Table Pathway analysis of genes commonly down-regulated by *Klf9-*OE and 1-day culture of PGCs. 

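Each entry of the table is a pathway with its fold enrichment, which is the number of listed genes in the pathway divided by the number expected from a reference set of genes, and its false discovery rate. The genes entered are those lower both in Klf9-OE PGCs and after 1-day culture, so the values rest on the present RNA-seq libraries and on a published data set, which was not analysed here. A fold enrichment below 1, as for the Gene Expression pathway, means that fewer listed genes belong to the pathway than expected.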

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

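RNA-seq of E13.5 PGCs cultured for 1 day was analysed for 1 control library and 1 Klf9-OE library. The authors mapped 51-mer single-end reads to mm10 with TopHat2 and Bowtie, estimated expression with Cufflinks, and deposited the FPKM of each locus with the bounds of its 95% interval, which for single-end reads is the RPKM of the paper. Cufflinks also assembled transcripts in each library separately, so the files hold loci without a gene name, which entered no comparison of genes. The paper extracted its differentially expressed genes from Cuffdiff results, which were not used here, and the minimum expression applied there is not named in the text of the paper.

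From these values, the RPKM of loci with the same symbol was summed, and genes with a ratio of at least 2 or at most 0.5 were counted, with no pseudocount and with genes listed at 0 in one library counted as changed. An exact 0 can be a failed estimate, so such genes are said to be listed at 0. Log2 fold changes used a pseudocount of 0.1, which understates the change of genes with low RPKM. The number of GPCR-family genes in a list, and the median log2 fold change of 14 gene lists written before the data were examined, were placed among 10000 random lists matched on mean RPKM in 20 bins, drawn from genes above 0 in at least 1 library. The rule for the genes named in the text was set before the data were examined. It takes the genes that the paper names in its over-expression, knock-down and RT-qPCR experiments, the Klf family and genes of a reported list, and picks from the data the 5 largest rises and the 5 largest falls in log2(RPKM + 1) and the 5 GPCR-family genes of S4 Table with the highest control RPKM. Which genes of a reported list are named was decided after the data were examined. Xist and the Y-linked genes were added afterwards.

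The files hold no read totals. The number of reads behind a value was taken from the interval as the square of 2 times the RPKM divided by the distance from the RPKM to the upper bound. It holds for genes whose interval reflects the read number alone, so the binomial test on reads covered 10887 genes and left out 7855, Klf9 among them. Genes entered where the ratio of implied reads was within 10% of the ratio of RPKM after correction for depth, or where a gene listed at 0 in one library had a single transcript start in the other. With 1 library per condition, no test across replicates, no leaving out of replicates and no regrouping of libraries was possible, and no error covers the difference between cultures.

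The alternatives chosen before the data were examined were pseudocounts of 0.01, 0.1 and 1, an RPKM of at least 1 in at least 1 library, an RPKM above 0 in both libraries, RPKM rescaled to the same upper quartile or to the same sum, a ratio of at least 4, and GPCR families without sensory receptors. The steps were tested on simulated libraries of 7658 genes. The read numbers were recovered for 100% of the genes, as they had to be, since the simulated intervals were built with the same formula. That checks the calculation and not whether Cufflinks intervals hold read numbers. Of 200 genes changed 4-fold, 99.5% were called in the right direction. Sampling of reads alone led 19.1% of 7458 unchanged genes to be called changed 2-fold. The binomial test called 99.0% of the 200 changed genes and 0.0536% of the 7458 unchanged genes. The changed genes were drawn only from genes with many expected reads, and reads were simulated as independent, not in pairs. The rates for changed genes therefore do not cover genes with few reads, and no rate covers the test with reads in pairs. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.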

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

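The tests on the even read numbers and on the FGF-ERK genes were chosen after the result was seen. The step in the loci without a gene name is among the former and was added after the distribution of their reads was seen. The test on the number of loci without a gene name was set before it was run.

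The Klf9-OE library, which the paper does not describe in terms of read numbers, had an even number of implied reads for 89.5% of genes with 1 to 9 reads. An effect of the interval formula would appear in both libraries, but the share in the control library was 36.5%. At genes with 1 control read, the ratio of RPKM multiplied by the depth ratio was an even whole number for 95.9% of 317 genes, but the depth ratio comes from the same intervals, so this is no independent check. Intervals too narrow for the reads counted would also double the implied numbers, and a step in the number of loci without a gene name, as a minimum for assembly would give, would then lie at 16 implied reads rather than 8. A step was seen at 8 in both libraries. The Klf9-OE library had 3694 such loci with 8 to 10 reads and 16 with 6 to 8, a ratio of 231, and the control library had 757 and 8. Below 6 implied reads there were a further 742 loci in Klf9-OE and 315 in control, so 8 is not a strict minimum. PCR duplicates would leave read numbers of 1 and 3 common, and these made up 11.4% of genes with 1 to 4 implied reads. A candidate explanation is that the reads of the Klf9-OE library entered the alignment or the quantification more than once, so that 0.610 distinct reads stand behind it for each control read. RPKM values do not change if every read is doubled, but the intervals become narrower than the distinct reads allow. No biological explanation was tested.

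Loci without a gene name numbered 15127 in the Klf9-OE library against 6482 in the control library. If each read was entered as a pair, loci with fewer distinct reads would pass the minimum that Cufflinks sets for assembly. The 5th percentile of the control loci, 8.11 reads, was used as the minimum. With it in control and its double in Klf9-OE, the number of loci in Klf9-OE was 0.906 times that in control, and with 10 and 20 reads it was 0.823 times. The doubled minimum keeps 36.9% of the Klf9-OE loci and would remove many loci whatever their origin, so these ratios do not show whether doubled reads or another cause gave the surplus. No biological explanation was tested.

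The median log2 fold change of 19 FGF-ERK target genes was 1.06, and all of them were higher in Klf9-OE PGCs. The list was written before the data were examined, and of these genes the text of the paper names only Myc, as a reprogramming factor. Ccnd1, which the files list under a joint name, was left out. The median was at percentile 100 of matched random lists, so a chance choice of genes did not give it, and it stayed between 0.66 and 1.12 under the alternatives. Etv4 rose from an RPKM of 2.26 to 18.8, Etv5 from 12.3 to 50.6, Spry4 from 0.580 to 4.60 and Dusp6 from 4.30 to 14.2. Sampling of few reads would leave most genes short of the binomial test, and 8 of the 10 genes that could be tested passed it with Klf9-OE reads counted in pairs. A stress or interferon response is not excluded, since the interferon list also rose, with a median log2 fold change of 0.70 and at percentile 100. The paper and the sample labels differ on whether bFGF was in the medium, but both give the same medium for both libraries. An effect of Klf9 on FGF-ERK targets is a hypothesis that cannot be told apart from such a response or from a difference between the cultures, with 1 library each. In addition, 7 of the 14 lists lay outside the central 95% of matched lists, so genes regulated together often stand apart between these libraries. The 4 above were the FGF-ERK, interferon, p53 (median 0.26, percentile 99.98) and gonad somatic (0.36, percentile 99.7) lists, and the 3 below were the germ cell (-0.28, percentile 0.010), LIF-STAT3 (-0.27, percentile 0.33) and macrophage (-0.37) lists. A difference in cell composition between the cultures was not tested as a source of the FGF-ERK rise and is not excluded.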

How the results depend on the processing

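No paired analysis was possible because each condition had a single library, and no replicate could be left out for the same reason. The numbers of genes changed 2-fold depended on how genes with low RPKM were handled. Against 1841 higher and 1768 lower genes, a pseudocount of 0.1 gave 847 and 750, a pseudocount of 1 gave 308 and 288, an RPKM of at least 1 in at least 1 library gave 494 and 476, an RPKM above 0 in both libraries gave 1092 and 836, and a ratio of at least 4 gave 1001 and 1057. Rescaling to the same upper quartile or the same sum kept both numbers within 1.5 times. With the binomial test on implied reads, chosen after seeing the data, 213 higher and 198 lower genes remained, and 154 and 135 with Klf9-OE reads counted in pairs, among the 1127 and 1180 that could be tested.

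Of the 676 S3 Table genes that were 2-fold higher and the 821 S4 Table genes that were 2-fold lower, 296 and 278 remained with a pseudocount of 0.1, 53 and 59 with a pseudocount of 1, 62 and 70 with an RPKM of at least 1, and 207 and 127 with an RPKM above 0 in both libraries.

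The log2 fold change of Klf9 was 4.64 with a pseudocount of 1, against 5.09, which is beyond the range that the Cufflinks intervals allow. The number of GPCR-family genes among lower genes stayed within matched lists under the 4 alternatives set beforehand for it, which were an RPKM of at least 1, an RPKM above 0 in both libraries, a pseudocount of 0.1 and no sensory receptors. Among the 887 S4 Table genes above 0 in at least 1 library, a comparison added after seeing the data, it was 89, below the matched lists. Entries missing from the text of that table could change this. The median log2 fold change of macrophage genes reversed to 0.37 among genes with an RPKM of at least 1. That of G alpha subunits and adenylate cyclases reversed to 0.029 with RPKM rescaled to the same sum, a scaling that raises the log2 ratio of RPKM by 0.06 before the pseudocount is added. Matched lists rose with this scaling, and the percentile was 42.9 against 43.1, so the change of sign goes with the scaling. That of erythroid genes fell to -1.90 among genes with an RPKM of at least 1, where 1 gene was left. The cause of the changes in macrophage and erythroid genes was not tested. Of 160 values of named genes under an alternative, 4 moved beyond the Cufflinks intervals and none reversed. Genes listed at 0 in a library have bounds of 0 there, which give no range, and all their values were counted as unmoved. Among them, the log2 fold change of Olfr316 went from -2.18 to -0.44 with a pseudocount of 1 and to -5.19 with 0.01.

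The depth limits the genes of both tables, most of which rest on a few reads in the library where they are higher.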

Differences from the paper's values

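The paper gives 781 genes with at least 2 times higher expression in Klf9-OE PGCs, and 1841 were found from the deposited RPKM. The paper gives 959 genes with at least 2 times lower expression, and 1768 were found. Of the alternatives set before the data were examined, a pseudocount of 0.1 (847 and 750 genes), an RPKM above 0 in both libraries (1092 and 836) and a ratio of at least 4 (1001 and 1057) gave numbers within 1.5 times the paper's in both directions. A pseudocount of 1, an RPKM of at least 1 in at least 1 library, the same upper quartile and the same sum did not.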

Other observations

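The tests on the genes of S3 and S4 Tables by read number, on the cutoff of these tables, on genes listed at 0, on macrophage genes, on Klf9 and on Xist were chosen after the result was seen. Those on the number of 2-fold genes and on GPCR-family genes among genes at least 2-fold lower were set before they were run. The comparisons of GPCR-family genes with S3 and S4 Tables were added after the data were examined.

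Sampling of few reads gave fewer 2-fold genes than were observed. Binomial sampling of the implied reads of 7658 genes with equal expression, with Klf9-OE reads in pairs, gave 79.2% as many 2-fold genes as were observed, 65.2% for higher genes (a simulated median of 722 against 1108) and 92.6% for lower genes (1066 against 1151). With independent reads it gave 68.9% for higher genes (830 against 1205) and 65.3% for lower genes (725 against 1111). Each observed number was above the central 95% of 1000 draws. Of the genes of S3 and S4 Tables that could be tested, 42 of 1304 (3.22%) passed the binomial test with Klf9-OE reads in pairs. Only 137 of the 1304 had enough reads to pass had all of them lain in the higher library, so the depth fixes the low share in advance, and the test cannot tell whether the other genes differ.

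Genes changed by 4-fold to 8-fold and above 0 in both libraries were in the paper's tables 14.2 times as often as genes changed by 2-fold to 4-fold. A candidate explanation is a cutoff of 2 on the log2 scale, although the paper's text gives a ratio of 2. The step at 4-fold was seen in both tables.

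Genes listed at 0 in one library with an RPKM of at least 10 in the other may lie at loci that Cufflinks merged. In the control library, such genes overlapped a locus without a name or with a joint name 2.88 times as often as genes above 0 (28.6% of 70 against 9.91% of 6590). In the Klf9-OE library the ratio was 0.913 (21.0% of 62 against 23.0% of 6656), so such an overlap was no more common among these 62 genes. Loci without a name were more numerous in that library, and the share among genes above 0 was already high. Merging is therefore not excluded there, and genes below this RPKM were not covered. No biological explanation was tested.

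The number of GPCR-family genes among genes at least 2-fold lower was at percentile 12.9 of lists matched on mean RPKM, so low expression alone would give as many. Among S3 Table genes the number was at percentile 22.4. Among the 887 S4 Table genes above 0 in at least 1 library it was 89, at percentile 0.015 of matched lists. Matched lists held a median of 116 (100 to 132), so these 887 genes held fewer than low expression gives. Without sensory receptors the number was 35 against 37, at percentile 38.5. The text of the table held 947 entries where the paper gives 959, and 26 symbols were not matched. The missing genes could bring 89 into the range of matched lists, so the low number is not settled. These comparisons use receptor families and a background of expressed genes, and do not cover the genes that the paper selected with the 1-day culture, so the pathway enrichment of the paper was not tested. Of the 82 GPCR-family genes of S4 Table that could be tested, 3 had enough reads to be able to pass the binomial test with Klf9-OE reads in pairs, and 3 passed.

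Several macrophage markers were in S4 Table, among them Lyz2 (RPKM 1.00 in control, listed at 0 in Klf9-OE) and C1qb (0.635 and 0). Fewer macrophages in the Klf9-OE culture could lower these genes, and the median of 24 markers was at percentile 0.17 of matched lists. However, Csf1r (0.307 and 1.18) and Fcgr3 (1.66 and 6.37) were higher. Neither could enter the binomial test, and the control value of Fcgr3 had 1.42 implied reads. Of the markers that entered it, those that passed with Klf9-OE reads in pairs (Lyz2, C1qb and Mpeg1) were lower. The higher ones that entered it, Mrc1 and Itgam, did not pass. The explanation is not settled. Among the 6 markers with an RPKM of at least 1 in at least 1 library the median was 0.37, with 4 of them higher. Of these, Csf1r passed this filter only because it rose. The median of so few markers lay within matched lists (percentile 92.7) and does not decide the explanation.

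Klf9 rose 35.6-fold here, and the paper's RT-qPCR after 2 days of culture at an MOI of 5 gives at least 13000-fold. The conditions differ. The vector holds the coding region only, which could lower a fold change calculated over the whole transcript. If all added reads lay in the coding region, the fold change would be 213, which stays below the paper's range. The other differences between the assays were not tested.

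Prdm1, which encodes Blimp1, had an RPKM of 5.42 in control (95% interval 5.03 to 5.82) and 4.34 in Klf9-OE (4.02 to 4.67), a log2 fold change of -0.31 with intervals that did not overlap. The paper reports a decrease by RT-qPCR in medium with LIF alone (Fig 2D). For the RNA-seq libraries, the paper describes the medium as lacking bFGF, but the sample labels describe it as containing bFGF. Prdm1 belongs to the germ cell list, whose median log2 fold change was -0.28, at percentile 0.01 of matched lists. Of the 19 genes in that list, 5 were higher in Klf9-OE PGCs. The fall of Prdm1 was close to that median, so these libraries do not show a change particular to Prdm1. Bcl3 had an RPKM of 12.9 (11.7 to 14.1) and 19.2 (17.6 to 20.8), and Rplp0, the reference gene Arbp, had 843 and 853.

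Xist rose from an RPKM of 0.829 to 2.05. A larger share of female cells might raise it, but 2 of the 4 Y-linked genes were also higher, Ddx3y from 3.76 to 4.29 and Uty from 4.95 to 5.50, while Eif2s3y fell from 59.0 to 49.3 and Kdm5d from 3.72 to 3.20. The Y-linked genes did not fall together, as a much larger share of female cells would have them do. A small rise in that share could lower them by less than these differences, so they do not decide it. No other explanation was tested.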
